A study of Homo sapiens with 24 samples. Its data were reported in "The Activation-Induced Assembly of an RNA/Protein Interactome Centered on the Splicing Factor U2AF2 Regulates Gene Expression in Human CD4 T Cells" (2015).

How the data were processed

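RNA bound to the splicing factor U2AF2 was measured in activated primary human CD4 T cell cultures by RNA immunoprecipitation (RIP) followed by hybridization to the Human Transcriptome Array 2.0, which carries probe sets for exons and for exon junctions. Cells had received a negative control siRNA (6 arrays), an siRNA against U2AF1 (3 arrays) or an siRNA against SYNCRIP (3 arrays). The labels give 24 h of siRNA treatment and 24 h of activation for each sample. Nothing in the labels says that replicates came from separate cultures, so p-values measure only the spread between these arrays, which may be technical. For arrays, their number limits the precision.

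The authors processed the scans by RMA in the Affymetrix Expression Console and deposited log2 values, 1 per transcript cluster and array and 1 per exon or junction probe set and array. Which arrays were normalized together is not given in the sources used here. The authors' deposited tables of differential binding hold limma log2 differences, the mean log2 value and a p-value with its Benjamini-Hochberg adjustment. Their deposited splicing tables hold, from AltAnalyze, the largest ASPIRE score per gene for both siRNAs and, for SYNCRIP siRNA, an ASPIRE score per event with a p-value for each of its probe sets. Coordinates below come from the authors' deposited table. The processing notes name an older human build than the positions resemble, so the build is unsettled and each position holds only for that table.

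The gene-level table held 70523 values per array, of which 67528 were transcript clusters. Clusters of chromosome Y and XIST (360) were left out. Of the other 67168 clusters, 23693 had 1 gene symbol, 1474 had several and 42001 had none, and 303 symbols were updated through the RefSeq table of GRCh38.p14, which was used for names only. The exon-level table held 573909 exon and 339146 junction probe sets, of which 672085 had 1 symbol, 39483 several and 201487 none, and 3655 of chromosome Y and XIST were left out. Genes were named only from clusters or probe sets with 1 symbol.

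Transcript clusters with a mean log2 value above 6 in at least 1 compared group were tested with limma (version 3.58.1, under R 4.3.3, with the data.table package at 1.17.8) by lmFit and eBayes, with Benjamini-Hochberg adjustment and a threshold of 0.05. The control arrays were to be the 3 that give the authors' deposited log2 differences within 0.01. No set of 3 did so. The set with the smallest largest deviation for U2AF1, controls 1 to 3, gave 13.2% of the differences within 0.01, with a largest deviation of 0.19, and that for SYNCRIP, controls 4 to 6, gave 6.67% and a largest deviation of 0.08. By the share within 0.01, controls 1, 4 and 5 came first for SYNCRIP, with 20% of 15 differences. All 6 controls therefore entered each fit, as laid down for that case. Arrays 1 to 6 (controls 1 to 3 and U2AF1 siRNA) and arrays 7 to 12 (controls 4 to 6 and SYNCRIP siRNA) form 2 array sets by their numbers. Counts are given with all 6 controls, with the array set as a block over 12 arrays, and against the 3 controls of the same set. Medians of lists are given with all 6 controls and with the block. Named genes are given with all 6 controls, with a statement of calls lost under the others.

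Replicate numbers 1 to 3 are shared by controls and U2AF1 siRNA. Deviations from the group means correlated at 0.168, 0.247 and 0.445 for the same-numbered arrays, so these numbers were taken to pair the arrays, from the data and not from a stated design. U2AF1 replicates 2 and 3 correlated best with their own number, but replicate 1 correlated better with control replicate 2 (0.298), so the pairing is not firm. A fit with the replicate number as a block is given for counts it changed and for named genes whose call it ended.

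Gene lists (28) were fixed before the data were examined and tested with camera at a preset correlation of 0.01, with fry beside it. A gene with several clusters was represented by the one with the highest mean. The list of mitochondrially encoded RNAs had no member with 1 symbol, which left 27 lists. The fry p-value tests whether the genes of a list move, on balance, one way, and compares them with no other genes. The centrosome and cilium list was written after reading the study, whose ranking is headed by CEP290, and is not independent evidence of a direction.

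Named genes followed a rule fixed before the data were examined: U2AF1, SYNCRIP, U2AF2 and IL21, the 10 largest increases and 10 largest decreases among clusters that passed, up to 4 members per list with the smallest p, and the 5 genes with the smallest p per probe set comparison. The text gives a selection of these.

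Probe sets were to be tested with limma's diffSplice, which sets each probe set against the others of its gene with 1 variance per gene. Tested on simulated data in which each probe set kept its own spread, diffSplice found 199 of 200 planted genes but made 1916 false calls among 18069 genes for the U2AF1 design (90.6% of its calls) and 2133 for the SYNCRIP design (91.5%). With a log2 change of 1.5 planted in 1 probe set per gene, a splicing index found 176 of 200 genes with 4 false calls for the U2AF1 design and 183 with 6 for the SYNCRIP design. In that simulation the gene-level value was the mean of the same probe sets before planting. No gene changed as a whole, and array sets did not differ. The few false calls therefore do not cover genes whose level changed or a difference between array sets. The splicing index is the probe set value minus the gene-level value of its gene, tested by limma with a variance per probe set and combined per gene by Simes' method, and was listed among the alternatives before the data were examined. It replaced diffSplice, the test laid down beforehand, as the reported one. The simulation was run, and the change made, after the counts of both tools on the real arrays had been seen, so the choice was not blind to its outcome. The diffSplice counts are given beside the others. A splicing index also moves where a probe set and the gene-level value respond unequally to the same change in RNA, so it is not by itself a measure of splicing.

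The other steps were tested on simulated data drawn from the real means and spreads of 44429 clusters, with 200 changed. At log2 changes of 0.5, 1 and 1.5, the U2AF1 design recovered 82.1%, 94.0% and 98.5% with 3.68% false calls, and the SYNCRIP design 79.1%, 97.0% and 100% with 8% false calls. The difference of the effects recovered 68.7%, 94.0% and 98.5%, and the control set comparison 32.8%, 91.0% and 98.5%. Of 27 lists, the 2 shifted by 0.3 were called in both designs with 0 false calls. Clusters were drawn independently of each other and with no difference between array sets. The false calls therefore do not cover genes that move together. Other splits of the real arrays called up to 16 lists for U2AF1 siRNA and 17 for SYNCRIP siRNA.

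Alternatives were other filters, scalings, variance models, array weights, control sets, blocks and leaving out each array. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 drew the plots. The deposited splicing events name probe sets by numbers that the exon-level table does not use, so they were not tested here. Levels are of U2AF2-bound RNA and not of total RNA. None of the arrays used here measured total RNA, so a change in binding cannot be told from a change in transcript level. The paper gives a set input of bound RNA for the arrays, and values were normalized, so a general loss of binding would not show.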

Results

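U2AF2 binds the polypyrimidine tract near the 3′ end of introns and, with its partner U2AF1, marks the 3′ splice site. The data collected were levels of RNA that came down with U2AF2 in activated human CD4 T cells after control, U2AF1 or SYNCRIP siRNA. SYNCRIP is an hnRNP-like RNA-binding protein that the study places at the periphery of the U2AF2 complex. The questions were which bound transcripts changed when a core or a peripheral partner was reduced, and whether both reductions acted on the same transcripts. There were 6 control arrays and 3 arrays for each siRNA. The median log2 signal of the arrays lay between 7.82 and 7.91.

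The siRNA targets were examined first, as far as bound RNA can show them. U2AF1 RNA read 9.79, 10.05 and 10.28 on the log2 scale in the 3 U2AF1 siRNA arrays and 10.15 to 10.45 in the controls, so replicate 3 lay within the control range. The difference was -0.26 ± 0.10 (SE, 3 against 6 arrays) and did not pass (adjusted p = 0.105), nor with the array set as a block (-0.33, adjusted p = 0.0504) or against controls 1 to 3 (-0.33, adjusted p = 0.232). SYNCRIP RNA read 10.14 to 10.16 in the SYNCRIP siRNA arrays and 10.27 to 10.83 in the controls, a difference of -0.47 ± 0.10 (adjusted p = 0.122). Against controls 4 to 6 of the same array set that difference was -0.46 and passed (adjusted p = 0.0062). With the array set as a block it was also -0.46 but did not pass (adjusted p = 0.377). Levels in bound RNA do not measure the knockdown itself. U2AF2 RNA rose after U2AF1 siRNA by 0.41 ± 0.12 (adjusted p = 0.0397), and by 0.44 with the array set as a block (adjusted p = 0.0409). Against controls 1 to 3 alone it did not pass (adjusted p = 0.22).

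**Figure D1:**
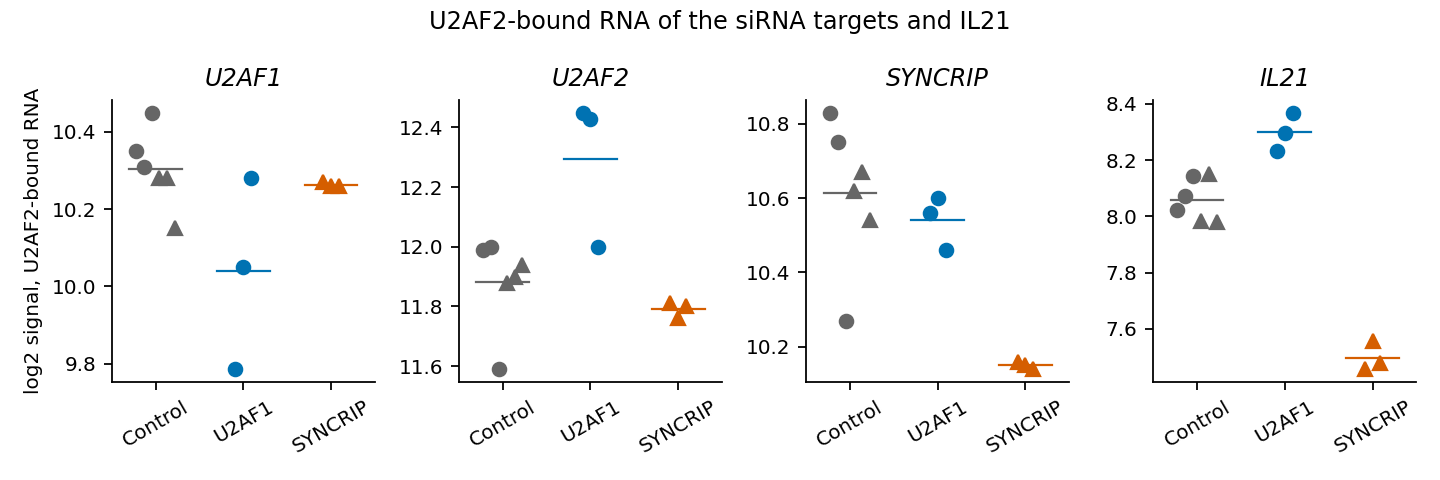
Log2 signal of U2AF2-bound RNA of U2AF1, U2AF2, SYNCRIP and IL21 on each array, by siRNA group, with circles for arrays 1 to 6, triangles for arrays 7 to 12 and lines for group means. IL21 lies between 7.46 and 7.56 in the SYNCRIP siRNA arrays, below the 6 controls.

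After U2AF1 siRNA, WBP4, ATRX and CEP290 had the largest decreases in U2AF2-bound RNA among genes that passed. CEP290, a protein of the ciliary transition zone, fell by 1.16 ± 0.19 (SE, n = 3 and 6, adjusted p = 0.00391), ATRX, a chromatin remodeller, fell by 1.19 ± 0.18 (adjusted p = 0.00324), and WBP4, a spliceosomal protein, fell by 1.19 ± 0.19 (adjusted p = 0.00344). The authors' deposited table places CEP290 on chromosome 12 from 88442790 to 88535993 and ATRX on chromosome X from 76760356 to 77041719, in a build that is not settled. CEP162 (-1.09), the kinase anchor AKAP9 (-1.05) and the cohesin subunit SMC3 (-0.99) fell as well. The largest increases were of TAS2R3, a taste receptor gene, by 1.72 ± 0.16 (adjusted p = 0.000399), RIMOC1 by 1.60, ZNF623 by 1.59 and C6orf62 by 1.58. ALG8, a glucosyltransferase of the N-glycan pathway, rose by 1.48, RTTN by 1.42 and the small GTPase ARF4 by 1.41.

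Among 43963 clusters tested, 4298 rose and 2074 fell. With the array set as a block the counts were 3822 and 1994, against controls 1 to 3 alone 615 and 136, and against controls 4 to 6 alone 6074 and 3321. With the replicate number as a block they were 2720 and 1130. The share of increases, 67.5%, depended on scaling: with the median of each array set to 0 there were 3004 increases and 2963 decreases (50.3%), and with quantile normalization 3275 and 3095 (51.4%). Leaving out U2AF1 replicate 1 gave 2015 and 703, leaving out U2AF1 replicate 2 gave 1975 and 651, and leaving out control replicate 4 or 5 gave 2775 and 1168 or 2832 and 1180. SMC3 did not pass with the array set as a block (adjusted p = 0.063), and RIMOC1, ZNF623, ARF4, WBP4, ATRX, CEP290, AKAP9 and SMC3 did not pass against controls 1 to 3 alone (adjusted p from 0.0517 to 0.262). With the array set as a block CEP290 stood at -1.18, ATRX at -1.13, WBP4 at -1.05 and TAS2R3 at 1.68. Of the 10 largest decreases, RNU5D-2P, a copy of a U5 small nuclear RNA gene, also did not pass with that block (adjusted p = 0.112) or against controls 1 to 3 (adjusted p = 0.324) or with the replicate block (adjusted p = 0.0735).

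**Figure D2:**
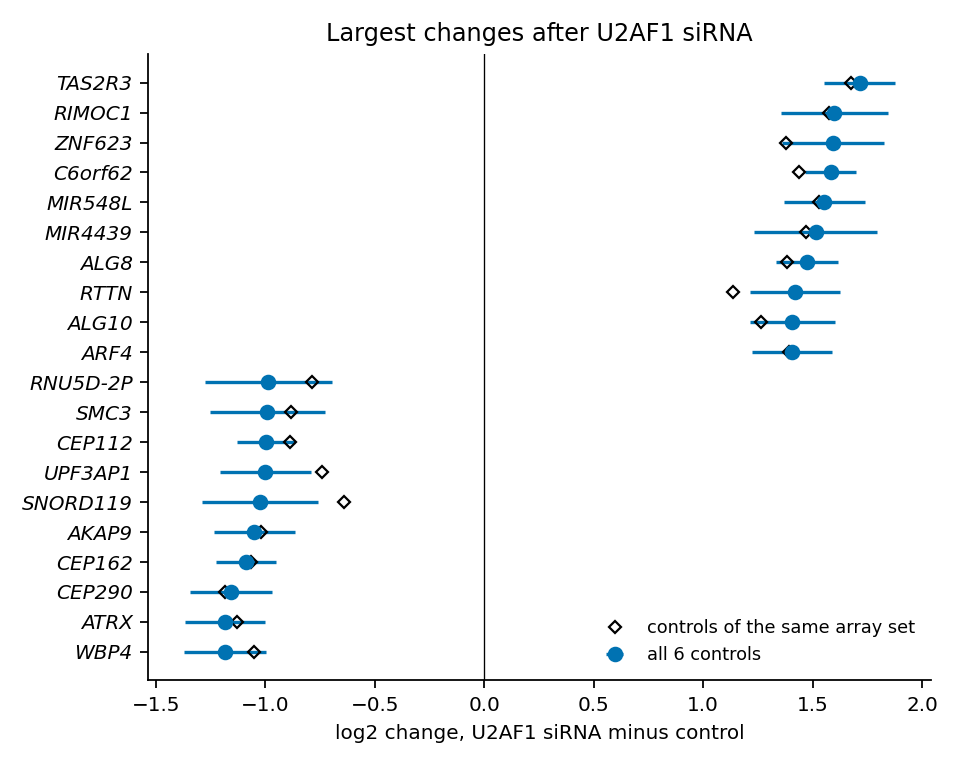
Log2 change of U2AF2-bound RNA after U2AF1 siRNA for the 10 largest increases and the 10 largest decreases that passed, as circles with SE bars against all 6 controls and open diamonds against controls 1 to 3. TAS2R3 stands at 1.72 and ATRX at -1.19.

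Of 31 centrosome and cilium genes 22 fell, 0 rose and 9 did not pass (24 fell adjusted over the list alone). The median change was -0.53 (camera adjusted p = 2.05e-12), a call that was lost with an estimated correlation (adjusted p = 0.628 with an estimated correlation). CNTRL, a centriole protein, fell by 0.95 and CEP250, which links centrioles, fell by 0.51, but neither passed against controls 1 to 3 (adjusted p = 0.0716 and 0.0528). With the array set as a block, and against controls 1 to 3, the median was -0.49. The list is not independent evidence, since it was written after reading the study.

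Of 37 genes of G2 and mitosis, 21 fell, 1 rose and 15 did not pass (25 fell and 2 rose adjusted over the list alone), with a median of -0.24 (camera adjusted p = 1.49e-07, adjusted p = 0.433 with an estimated correlation). The spindle motor KIF11 fell by 0.46 and the spindle assembly factor DLGAP5 fell by 0.55, while BIRC5, the survivin gene, rose by 0.48. Against controls 1 to 3 KIF11 and BIRC5 passed and DLGAP5 did not (adjusted p = 0.0758). The median with the array set as a block, and against controls 1 to 3, was -0.27.

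Splicing factors also moved. Of 29 SR proteins and related factors, 9 fell and 20 did not pass (12 fell and 1 rose adjusted over the list alone), with a median of -0.12 (camera adjusted p = 0.00103, adjusted p = 0.628 with an estimated correlation) and of -0.15 with the array set as a block and against controls 1 to 3. BCLAF1 fell by 0.59, LUC7L, a U1-associated factor, fell by 0.40 and TRA2A fell by 0.37, and none of these passed against controls 1 to 3 (adjusted p = 0.129, 0.0931 and 0.154). Of 28 genes of 3′ splice site recognition, 11 fell, 5 rose and 12 did not pass (13 and 7 adjusted over the list alone). SNRPA1 fell by 0.74 and SF3B2 fell by 0.36, both parts of the U2 particle, whereas the branch point binding protein SF1 rose by 0.33 and UHMK1, a kinase that acts on SF1, by 1.11. Of these SF1 passed against controls 1 to 3 (adjusted p = 0.0269), and SNRPA1, SF3B2 and UHMK1 did not (adjusted p = 0.0838, 0.095 and 0.0685). The list was called lower (adjusted p = 0.0415, and 0.0703 with the array set as a block, adjusted p = 0.628 with an estimated correlation), with medians of -0.16 and -0.10. Of 124 spliceosomal small nuclear RNAs and copies, 12 fell (10 adjusted over the list alone) and 112 did not pass, with a median of -0.19 and of -0.14 with the array set as a block (camera adjusted p = 4.66e-06, adjusted p = 0.628 with an estimated correlation).

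Of 25 activation and costimulatory surface proteins 4 rose, 3 fell and 18 did not pass, and of 34 genes of T cell receptor signalling 8 rose, 2 fell and 24 did not pass (4 and 3, and 9 and 2, adjusted over the list alone). Neither list was called (adjusted p = 0.107 for each). ICOS, a costimulatory receptor, rose by 1.18 ± 0.08 (adjusted p = 0.000173) and also passed against controls 1 to 3 alone (1.13, adjusted p = 0.0162). CBL, a ubiquitin ligase that restrains receptor signalling, rose by 0.66, VAV1, an exchange factor downstream of the T cell receptor, fell by 0.57, and both passed against controls 1 to 3. IL2RA, the IL-2 receptor alpha chain, stood at -0.16 and passed with all 6 controls, but not against controls 1 to 3 (adjusted p = 0.168) or with the replicate block (adjusted p = 0.22). IL21, the gene of a cytokine of helper T cells, rose by 0.24 ± 0.06 (adjusted p = 0.0217) and by 0.22 with the array set as a block (adjusted p = 0.0356), but did not pass against controls 1 to 3 (adjusted p = 0.146) or with the replicate block (adjusted p = 0.101). Of 36 JAK and STAT genes, 10 rose, 1 fell and 25 did not pass (13 and 1 adjusted over the list alone), among them JAK3 by 0.61, IL2RB by 0.61 and CISH by 0.75, which did not pass against controls 1 to 3 (adjusted p = 0.152, 0.0802 and 0.0996). The list was called higher (median 0.17, adjusted p = 0.00972, adjusted p = 0.628 with an estimated correlation), but not with the array set as a block (median 0.05, adjusted p = 0.0993). Of 25 helper T cell transcription factors 7 rose, 1 fell and 17 did not pass, the same counts as adjusted over the list alone, with LEF1 at 0.59 and FOXO1 at 0.51, of which FOXO1 did not pass against controls 1 to 3 (adjusted p = 0.0821). The list was called higher (median 0.08, adjusted p = 0.0415, adjusted p = 0.628 with an estimated correlation), and its median was 0.10 with the array set as a block (adjusted p = 0.0146).

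Of 32 interferon-stimulated genes 8 fell, 2 rose and 22 did not pass (9 and 2 adjusted over the list alone), with SAMD9L at -0.81, the antiviral GTPase MX1 at -0.29 and OAS2 at 0.72. None of these passed against controls 1 to 3 (adjusted p = 0.085, 0.107 and 0.154), nor MX1 with the replicate block (adjusted p = 0.0888). The list was called lower (median -0.07, adjusted p = 0.00972, adjusted p = 0.433 with an estimated correlation, median -0.04 with the array set as a block). Of 70 nuclear genes of oxidative phosphorylation 13 rose and 57 did not pass (18 rose adjusted over the list alone), among them COX8A by 1.06 and NDUFA9 by 0.93, of which COX8A did not pass against controls 1 to 3 (adjusted p = 0.0643). Their median of 0.11 (adjusted p = 0.00972, adjusted p = 0.817 with an estimated correlation) was 0.06 with the array set as a block and no longer called (adjusted p = 0.439). Of 28 replication-dependent histones 2 fell and 26 did not pass, also when adjusted over the list alone (median -0.09, adjusted p = 0.00972, adjusted p = 0.817 with an estimated correlation, median -0.06 with the array set as a block). The call of lower small nucleolar RNAs (158 genes, 7 fell, 6 rose, 145 did not pass and 0 passed adjusted over the list alone, median -0.09, adjusted p = 0.0208, adjusted p = 0.832 with an estimated correlation) was lost with the array set as a block (median 0.03, adjusted p = 0.949). None of the 11 called lists was called with an estimated correlation. By fry, which asks whether the genes of a list move on balance one way, G2 and mitosis (adjusted p = 0.0103) and the centrosome, interferon and helper transcription factor lists (adjusted p = 0.0181 each) passed, and the other called lists did not (adjusted p from 0.0588 to 0.659). Markers of B cells (9 genes), monocytes and myeloid cells (11) and platelets and erythroid cells (7) had no member that passed. Of 13 markers of CD8 T cells and natural killer cells 1 rose, NKG7 by 0.77 (adjusted p = 0.0126), 1 fell, CTSW by 0.29 (adjusted p = 0.0127), and 11 did not pass, and the list was not called (adjusted p = 0.839). Neither gene passed against controls 1 to 3 (adjusted p = 0.167 and 0.161), nor CTSW with the replicate block (adjusted p = 0.0917).

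Array PCA placed the U2AF1 siRNA arrays at -50.1, -47.3 and -22.8 on the first component, with 54% of the variance, the controls 1 to 3 from -9.27 to 11.1 and the other arrays from 16.7 to 25.1. Poly-A control RNAs, which are spiked into each sample, read 10.4 on U2AF1 replicate 1 and 6.97 to 7.55 in the controls.

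**Figure D3:**
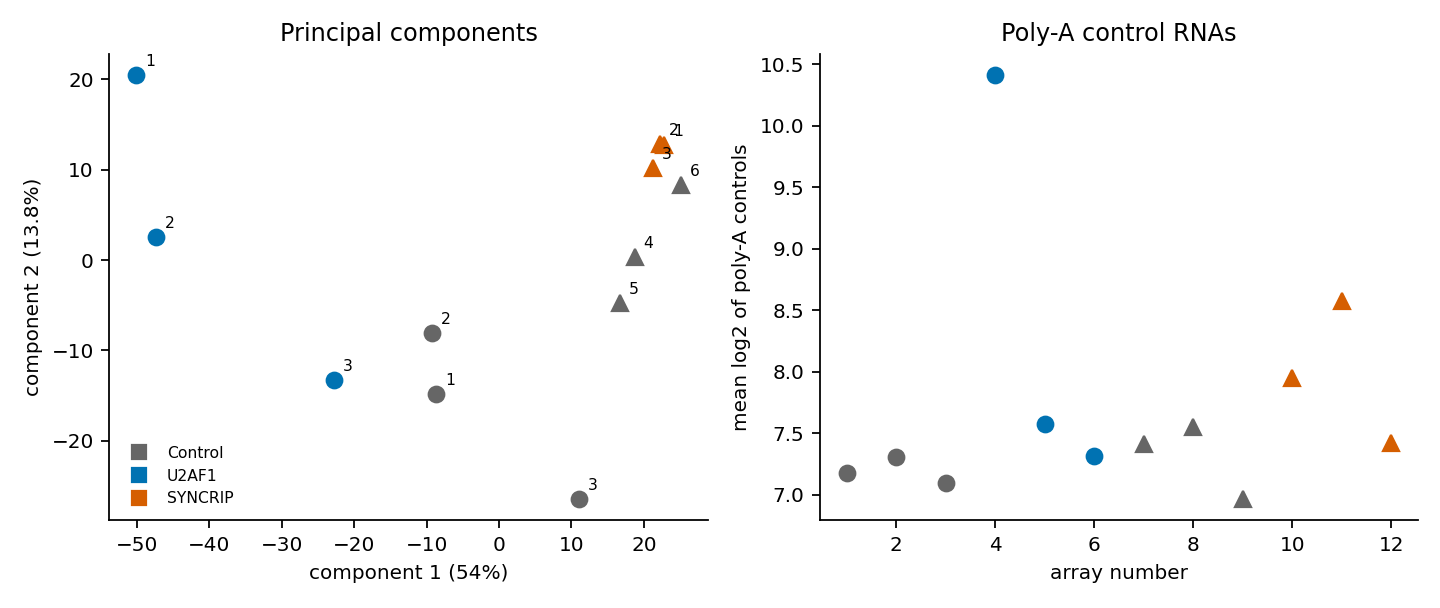
Left, position of the 12 arrays on the first and second principal components of the gene-level log2 values, numbered by replicate. Right, mean log2 signal of the poly-A control probe sets by array number, which is 10.4 on U2AF1 replicate 1. Circles are arrays 1 to 6, triangles are arrays 7 to 12 and colours are siRNA groups.

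Probe sets were set against the level of their gene to find transcripts whose parts changed unequally after U2AF1 siRNA. In PANK4, a pantothenate kinase family gene, a junction probe set read 8.63 ± 0.44 (SD, n = 3) after U2AF1 siRNA (adjusted p = 9.24e-07 against the gene, 5.63e-07 with the array set as a block). In the controls it read 3.76 ± 0.09 (SD, n = 6), below the median of the background probe sets (5.18 to 5.34 per array), so the size of the change is not known. An exon probe set of the mitochondrial gene APOOL rose against its gene, from 7.91 to 9.57 (adjusted p = 0.000114), and a junction of the kinase gene GSK3B by 1.54 (1.49 and 1.60 against the gene with the array set as a block). A junction of the glucosidase subunit GANAB read 8.85 after U2AF1 siRNA and 5.82 in the controls, and an exon of RELL1 6.55 and 5.66. These control levels lie under the filter level of 6 and near background, so no exact change is given for GANAB and RELL1. All 5 genes also passed with the array set as a block, but none did with the replicate number as a block, where 0 genes passed. That fit left out controls 4 to 6, and without them 47 genes passed even with no block.

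By this splicing index, 5447 of 17460 genes (31.2%) had at least 1 unequal probe set. The count was 4015 with the array set as a block, 47 against controls 1 to 3 alone, 9995 against controls 4 to 6 alone and 0 with the replicate number as a block (limma, 5263 genes at an unadjusted p under 0.05). Leaving out U2AF1 replicate 1 gave 1770 genes and U2AF1 replicate 2 gave 1314, and leaving out control replicates 4, 5 and 6 gave 2713, 3058 and 3073. The diffSplice test, which had been laid down beforehand and was replaced after both counts were known, called 10622 of 18037 genes. Most of its calls on simulated data were false. ABI1, CASP2 and IL18R1, which the study names for splicing and which lie outside the rule for named genes, passed (adjusted p = 0.000909, 0.00842 and 0.0025). The test covers all probe sets of a gene in bound RNA, and 31.2% of genes passed it. The exons that the study describes, and their direction, were not examined. The study's results for these genes come from knockdown arrays of total RNA and RT-qPCR of single exons. It also reports an effect of SYNCRIP knockdown on an exon of ABI1. By the splicing index none of ABI1, CASP2 and IL18R1 passed after SYNCRIP siRNA (adjusted p = 0.193, 0.616 and 0.515). The unadjusted Simes p of ABI1 was 0.00031. A test of whole genes in bound RNA does not decide on the study's exon.

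After SYNCRIP siRNA few transcripts passed, and decreases were more frequent. IL21 fell by 0.56 ± 0.05 (SE, n = 3 and 6, adjusted p = 0.0297), and passed with the array set as a block (-0.54, adjusted p = 0.0424) and against controls 4 to 6 (adjusted p = 0.00778). The authors' deposited table places IL21 on chromosome 4 from 123533783 to 123542224. TP53INP1, a p53-induced gene, fell by 0.85 ± 0.13, USP18, which removes ISG15 from proteins, fell by 0.46 and ABI1, a regulator of actin assembly, fell by 0.45. CBFB, the partner of RUNX factors, fell by 0.42, SQOR, a sulfide oxidase, fell by 0.39 and LAPTM5, a lysosomal regulator of receptor levels, fell by 0.36. The small nucleolar RNA SNORA38B rose by 1.75 ± 0.24 (adjusted p = 0.0443), by 1.32 with the array set as a block (adjusted p = 0.000583), and SNORD51 by 0.46 (adjusted p = 0.0469).

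Of 43962 clusters 14 rose and 26 fell, with adjusted p-values of named genes between 0.0297 and 0.0486. With the array set as a block 1 rose and 1 fell, and of the named genes IL21 and SNORA38B passed (others: adjusted p from 0.114 to 0.412). Against controls 4 to 6 alone 467 rose and 621 fell, and against controls 1 to 3 alone 1644 and 2109. With the median of each array set to 0 the counts were 1 and 16 (5.88% increases, against 35% as deposited). None passed in limma without control replicate 2, 4 or 5 or without any 1 of SYNCRIP replicates 1, 2 and 3, while leaving out control replicate 1 gave 4 and 2, control replicate 3 gave 67 and 118, and control replicate 6 gave 34 and 137.

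Small nucleolar and Cajal body RNAs, which guide RNA modification, were higher as a group after SYNCRIP siRNA. Of 161 members 2 rose and 159 did not pass (73 rose and 1 fell adjusted over the list alone), with a median of 0.28 (camera adjusted p = 1.43e-15, adjusted p = 0.397 with an estimated correlation). With the array set as a block, and against controls 4 to 6, the median was 0.17 (adjusted p = 5.07e-11 and 9.63e-15). The same list also differed between the control sets, by a median of 0.23.

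T cell receptor signalling genes had a median of -0.13 (34 members, 0 passed, 3 fell adjusted over the list alone, adjusted p = 3.32e-08, adjusted p = 0.397 with an estimated correlation), and of -0.04 with the array set as a block (adjusted p = 0.00053). Among them NFATC2, a transcription factor activated by calcium, stood at -0.20 ± 0.04, CD4 at -0.36 ± 0.06 and the adaptor NCK2 at -0.24 ± 0.05. None of these passed with all 6 controls or with the array set as a block (limma adjusted p = 0.384, 0.518 and 0.392 with the block). Against controls 4 to 6 CD4 and NCK2 passed (adjusted p = 0.0153 and 0.038) and NFATC2 did not (adjusted p = 0.0533). Secreted cytokines and chemokines had a median of -0.10 (37 members, 1 fell, IL21, and 3 fell adjusted over the list alone, adjusted p = 0.00014, adjusted p = 0.397 with an estimated correlation) and of -0.03 with the array set as a block, and IL17A stood at -0.71 ± 0.16 (adjusted p = 0.122). IL17A did not pass with the array set as a block either (-0.58, limma adjusted p = 0.43), but passed against controls 4 to 6 (-0.58, adjusted p = 0.0061). Genes of S phase had a median of -0.07 (34 members, 0 passed, 3 fell adjusted over the list alone, adjusted p = 4.33e-05, adjusted p = 0.397 with an estimated correlation) and of -0.04 with the array set as a block. DTL and TYMS in that list stood at -0.36 and -0.34. Cytosolic ribosomal proteins had a median of 0.06 (54 members, 0 passed, also adjusted over the list alone, adjusted p = 0.0283, adjusted p = 0.628 with an estimated correlation) and of 0.09 with the array set as a block. Activation and costimulatory surface proteins (25 members, median -0.08, adjusted p = 0.000349, adjusted p = 0.397 with an estimated correlation) and JAK and STAT genes (36 members, median -0.08, adjusted p = 0.000349, adjusted p = 0.397 with an estimated correlation) were called lower, with medians of -0.02 and -0.000803 with the array set as a block, and neither was called against controls 4 to 6 (adjusted p = 0.091 and 0.0764). The calls of NF-kappaB targets, single-exon genes and zinc finger genes were lost with the array set as a block (adjusted p = 0.19, 0.19 and 0.452). B cell markers (9 members) had a median of 0.08 with 0 members that passed (adjusted p = 0.0217, adjusted p = 0.546 with an estimated correlation), and were not called against controls 4 to 6 (adjusted p = 0.115). In all, 15 lists were called, none with an estimated correlation and none by fry (adjusted p from 0.171 to 0.745). Oxidative phosphorylation changed direction with the array set as a block (median -0.05, then 0.02).

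**Figure D4:**
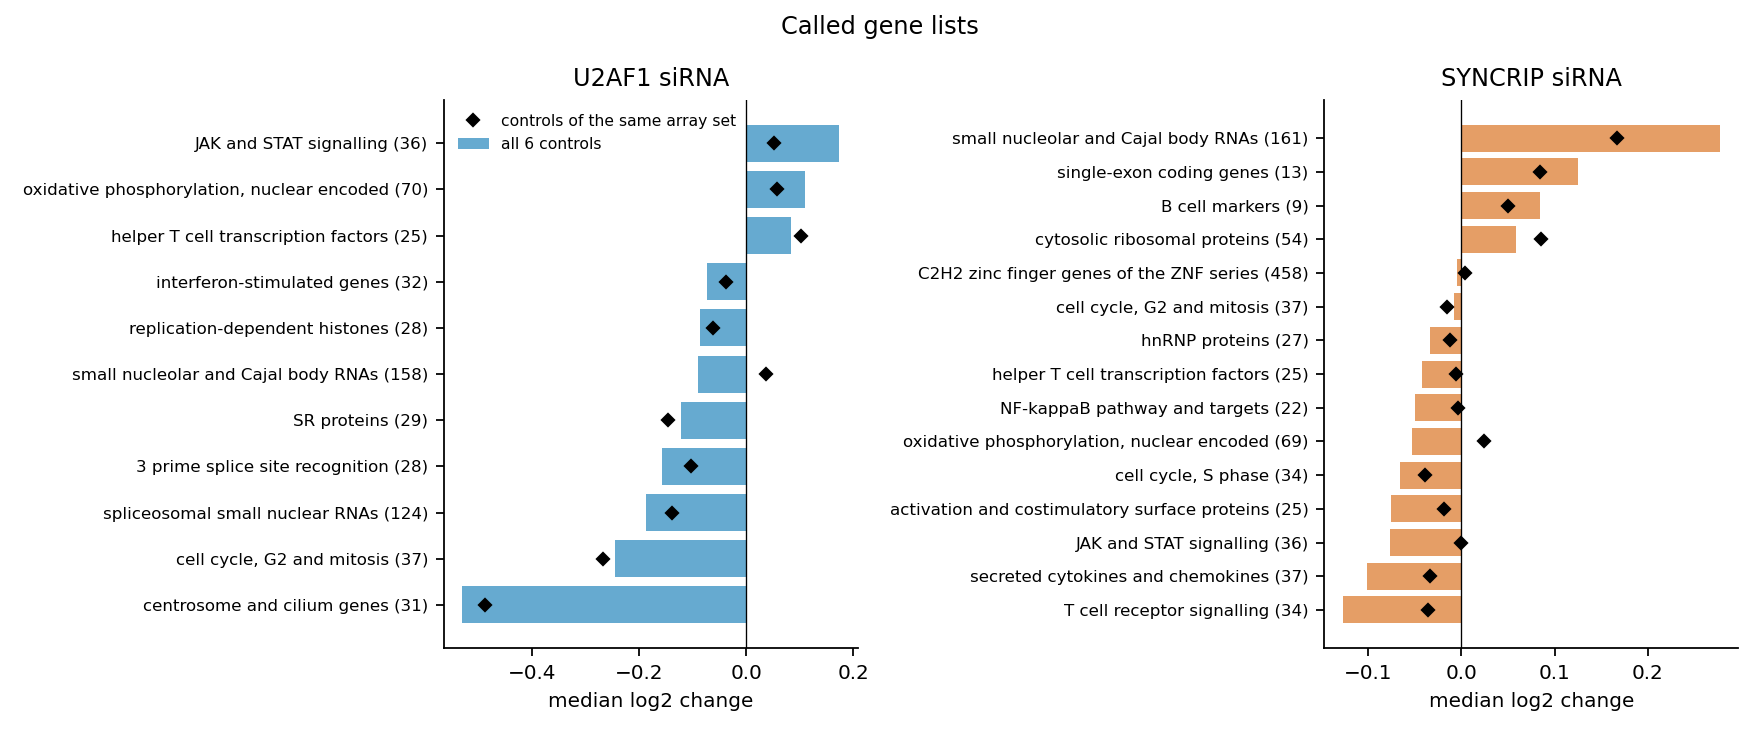
Median log2 change of U2AF2-bound RNA for the called gene lists after U2AF1 siRNA (left) and SYNCRIP siRNA (right), with the number of members. Bars are against all 6 controls and diamonds against the 3 controls of the same array set. Centrosome and cilium genes stand at -0.53 and -0.49 after U2AF1 siRNA.

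No gene had an unequal probe set after SYNCRIP siRNA by the splicing index (limma, 0 of 17465, 2081 genes at an unadjusted p under 0.05), nor with the array set as a block (0) or against controls 4 to 6 (0), while 2507 passed against controls 1 to 3 of the other array set. The diffSplice test called 2249 of 18042 genes, and called 5541 of 18041 between the control sets, where the splicing index called 3. The 5 genes with the smallest p were MPHOSPH9, ADAM9, APOL6, SH3KBP1 and SYNCRIP itself (adjusted p = 0.176 for each). An exon probe set of SYNCRIP read 9.49 ± 0.31 (SD, n = 6) in the controls and 8.08 ± 0.06 (SD, n = 3) after its siRNA.

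The control arrays of the 2 sets, which share a label, were compared with each other. SNORA38B was higher in controls 4 to 6 than in controls 1 to 3 by 0.86 ± 0.10 (SE, 3 against 3, adjusted p = 0.0161), while IL21 differed by -0.04 ± 0.07 (adjusted p = 0.764). In total 250 clusters were higher and 543 lower. Without control replicate 3 the counts were 2582 and 4986, and without control replicate 5 they were 0 and 2.

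The effects of the siRNAs were set against each other directly. The effect on IL21 was higher for U2AF1 siRNA than for SYNCRIP siRNA by 0.80 ± 0.06 (adjusted p = 2.75e-05), and by 0.76 with each effect taken against the controls of its array set (adjusted p = 0.00211). For CEP290 the difference was -1.30 ± 0.20 (-1.36 with own controls, adjusted p = 0.0301) and for ICOS 1.26 ± 0.08 (1.14 with own controls, adjusted p = 0.00138). In total 6096 clusters had a higher and 5074 a lower effect of U2AF1 siRNA, and 1096 and 334 with own controls. MBD5, a chromatin protein gene, CTSW, a cysteine protease of cytotoxic cells, and SQOR were lower after each siRNA with all 6 controls, and no other cluster was. After SYNCRIP siRNA MBD5, CTSW and SQOR did not pass with the array set as a block (adjusted p = 0.138, 0.176 and 0.155), and after U2AF1 siRNA they did not pass against controls 1 to 3 (adjusted p = 0.0916, 0.161 and 0.0544). MBD5 and CTSW also did not pass after U2AF1 siRNA with the replicate block (adjusted p = 0.0549 and 0.0917).

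The overlap was small, and the few calls after SYNCRIP siRNA bound it. Of 43496 clusters tested in both comparisons, 0 rose in both (1.23 for independent lists of 4104 and 13) and 3 fell in both (1.24 for independent lists of 2074 and 26). Simulated unchanged groups with shared controls gave 0. Without changed clusters almost none are called, so that 0 does not show how much overlap shared controls create. IL21 was among 8 clusters called in opposite directions (22 with separate controls). With separate controls 8 rose in both (6.06 for independent lists) and 12 fell in both (1.94). Log2 changes correlated at -0.23 across clusters, which are not independent replicates, against 0.34 simulated for unchanged groups with shared controls, with covariances of -0.00711 and 0.00291. With separate controls the correlation was 0.07 and the covariance 0.00147. The simulation held no difference between array sets. With shared controls such a difference enters the 2 effects with opposite signs and lowers their correlation. The gap between -0.23 and 0.34 therefore does not show opposed effects of the siRNAs.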

Values the study reported

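The study reported that 1814 unique genes differed in U2AF2-bound RNA after U2AF1 knockdown, with 906 genes up, 604 down and 379 alternatively spliced. For SYNCRIP knockdown it reported 27 unique genes, 3 up, 12 down and 12 alternatively spliced. Of these 27 genes, 8 were also affected by U2AF1 knockdown, among them IL21.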

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

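Tests of array set, of RNA amount (set first on the called members in U2AF1 replicate 2, -0.62, then widened to replicate 3 and to members not called), of the snoRNA shifts and of U2AF1 replicate 3 were chosen after the result was seen. Those of gene size and of other splits were written before.

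Among 75 measures over the 6 controls, 3 had an array far from the others by Dixon's ratio, and chance gives about 5%. These were APOL6 in control replicate 5 (9.00, other controls 8.88 in the median), CD4 in control replicate 3 (10.73, others 10.49) and U2AF2 in control replicate 3 (11.59, others 11.94).

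The siRNA effects differed in a direct test for 6096 clusters in one direction and 5074 in the other, and for IL21 by 0.80. Of 100 drawn splits of the 12 arrays, 1, the real one, gave as many clusters (11170, highest other 7126), so chance can be excluded for this count if pairing and array set are ignored. The array set parts the siRNAs from each other, and with each effect taken against the controls of its array set the counts were 1096 and 334. Poly-A control RNAs, outside the comparisons, stood above the highest control array (7.55) on U2AF1 replicate 1 (10.4), U2AF1 replicate 2 (7.58), SYNCRIP replicate 1 (7.95) and SYNCRIP replicate 2 (8.57).

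The lower centrosome, cilium and mitosis transcripts after U2AF1 siRNA were weighed first. A small RNA amount on replicate 1 would leave the other arrays near the controls, but the median change of all 68 members, called or not, was -0.317 over replicates 2 and 3 (quartiles -0.459 and -0.107, singly -0.451 and -0.182), and against controls 1 to 3 of the same array set it was -0.368 (quartiles -0.562 and -0.128). The number of exon probe sets did not account for it. Random lists matched on that number and on mean level had a typical median of -0.0093 for centrosome and cilium genes (real -0.53). For G2 and mitosis genes it was -0.0091 (real -0.24). Of 10000 such lists 0% and 0.01% had a median as low, but genes were drawn singly, which ignores genes that move together. The number of exon probe sets is not gene or intron length, which was not tested. An effect of the siRNA stays open as a hypothesis, and GC content was not tested. The list calls lapse with an estimated correlation, and the centrosome list was not independent of the study.

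The higher small nucleolar RNAs after SYNCRIP siRNA kept a median of 0.17 against controls 4 to 6 of the same array set, which argues against the array set as the whole source. The 10 splits of the controls into 3 and 3 gave a shift as large as 0.17 in 1, the split by array set (0.23), and the largest of the others was 0.16. Each of the other splits mixes the array sets and so carries part of the difference between them. The splits therefore do not show how far these RNAs swing within an array set without treatment. Such a swing cannot be told apart from an effect of the siRNA with so few arrays.

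U2AF1 replicate 3 lay between the other U2AF1 arrays and the controls. Over 7910 clusters called without it, its median change was 47.2% of that of the other arrays. The share that control arrays give was not computed. On the first component control replicates 1 and 2 (-8.71 and -9.27) also lay toward the U2AF1 arrays, and control replicate 3 (11.1) did not. U2AF1 replicate 3 stood at -22.8. The share therefore does not decide on a control array with the wrong label. The U2AF1 RNA of replicate 3, at 10.28, was above both other U2AF1 arrays. A weaker knockdown is open as a hypothesis, although bound RNA does not measure knockdown.

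Other splits of the same arrays tested the counts. For U2AF1 siRNA, 1 of 84 splits, the real one, gave as many clusters (6372, highest other 1059) and 1 as many genes with unequal probe sets (5447, highest other 2876). Chance can be excluded for these counts only if both pairing and array set are ignored. Only 8 splits part all 3 pairs, too few for a share under 0.05, and the highest others among them were 25 and 0. With the replicate number as a block 2720 clusters rose and 1130 fell, and 0 genes passed for unequal probe sets (47 against controls 1 to 3). The highest other split of the 84 put controls 4 to 6 against the rest, as the array set does. For gene lists 29 of 84 splits called as many (11, highest other 16), so chance cannot be excluded for the number of lists, and 5 of the 8 called as many. For SYNCRIP siRNA 3 of 84 splits gave as many clusters (40, highest other 6114), a share that would exclude chance. The highest put controls 1 to 3 against the rest, again the array set, and called many times the real count. The other put controls 1, 2 and 5 against the rest, which mixes the array sets, and gave 5379. Such counts point to a structure of the arrays, so the share does not settle chance. With the array set as a block the real counts were 1 and 1, and against controls 4 to 6 they were 467 and 621. For SYNCRIP RNA both fits gave -0.46, with an SE of 0.114 and 0.042. The fall to 1 and 1 thus reflects the spread used and does not measure a shift between array sets. For its gene lists 6 of 84 called as many (15, highest other 17), so chance cannot be excluded. For unequal probe sets the real count was 0, which all 84 splits reach by necessity (highest other 7457), so nothing was tested there. For the control sets 1 of 10 splits gave as many clusters (793, highest other 0), and 10 splits are too few for a share under 0.05.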

How the results depend on the processing

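Most choices were listed before the data were examined. Control subsets, the array set as a block, own controls for each effect and the exchange of diffSplice, the test laid down beforehand, for the splicing index were added after seeing the data. The cause of a change was not tested unless stated. Fewer arrays give less power, yet several counts rose with fewer arrays, so the number of arrays alone does not set them. For U2AF1 siRNA, higher and lower counts were 6964 and 3886 with 4 groups in 1 fit, 9058 and 6454 with array weights, 1166 and 298 at 1.5-fold, 615 and 136 with controls 1 to 3, and 3321 lower with controls 4 to 6. With the replicate block they were 2720 and 1130, and the pairing check is given with the methods. Leaving out 1 array gave 1975 to 4993 higher and 651 to 2917 lower. For SYNCRIP siRNA they were 7 and 17 without filter, 4 and 14 with 3 groups in 1 fit, 254 and 465 with 4 groups, 1 and 16 after median centring, 1 and 2 with trend and robust eBayes, 3108 and 2184 with array weights, 4 and 3 at 1.5-fold, 1644 and 2109 with controls 1 to 3, 467 and 621 with controls 4 to 6, and 1 and 1 with the array set as a block. Leaving out 1 array gave 0 to 67 higher and 0 to 137 lower. SYNCRIP numbers did not pair with controls 1 to 3 of the other array set (correlations -0.0241, -0.133 and -0.0646, and no array correlated best with its own number). Pairing with controls 4 to 6 was not examined. A replicate block with controls 1 to 3, where siRNA and array set cannot be told apart, gave 504 and 970.

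Estimated correlation left 0 lists in both comparisons. Without 1 array 7 to 12 lists were called for U2AF1 and 10 to 15 for SYNCRIP. The difference of the effects had 1096 higher and 334 lower with own controls, and 3968 to 6672 higher and 2350 to 6088 lower without 1 array. Control sets gave 0 to 2582 higher and 2 to 4986 lower without 1 array. The overlap became 8 higher and 12 lower with own controls.

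Genes with unequal probe sets after U2AF1 siRNA were 8860 with 3 groups in 1 fit, 0 with the replicate block, 47 with controls 1 to 3, 9995 with controls 4 to 6, 10622 by diffSplice and 13471 by diffSplice with controls 4 to 6. Leaving out 1 array gave 1314 to 6342. After SYNCRIP siRNA they were 1 with 3 groups, 2507 with controls 1 to 3, 0 with the replicate block and 0 without any 1 array. By diffSplice they were 2249, then 522 with the array set as a block, 8170 with controls 1 to 3 and 3324 with controls 4 to 6, and most diffSplice calls on simulated data were false.

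Direction reversed for small nucleolar RNAs after U2AF1 siRNA with controls 1 to 3 (adjusted p = 0.991), for oxidative phosphorylation after SYNCRIP siRNA with controls 4 to 6 (adjusted p = 0.614) and with the array set as a block (adjusted p = 0.753), and for U2AF1 after SYNCRIP siRNA with either (0.0207). A fit with the other 3 controls had no defined set and was not run as such, and the deposited splicing events could not be tested. Signal near background limits calls for probe sets of low level.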

Other observations

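The spread between arrays differed by group. Over 44429 clusters the median SD was 0.087 for controls 1 to 3, 0.063 for controls 4 to 6, 0.089 for U2AF1 siRNA and 0.041 for SYNCRIP siRNA. Between the control sets T cell receptor signalling genes had a median of -0.14 and activation and costimulatory surface proteins of -0.21 (controls 4 to 6 minus controls 1 to 3), with no difference in siRNA. Of the 1302 clusters in the authors' deposited table for U2AF1, 1300 had the same direction here and 1233 were also called, and of the 15 in the authors' deposited table for SYNCRIP, 15 had the same direction and 6 were also called. The table for U2AF1 has fewer entries than the study counts as up or down, so this overlap covers only the deposited part.

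A hypothesis written before its test was that genes with more exon probe sets would have lower bound RNA after U2AF1 siRNA. Spearman's rho across 17241 genes was -0.0547, 0.00916 and -0.0133 in the 3 arrays. The highest of these, 0.00916, does not bear out the hypothesis.

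At an adjusted p under 0.05 alone, 4298 clusters rose and 2074 fell here after U2AF1 siRNA with all 6 controls, and 615 and 136 against controls 1 to 3. The counts quoted from the study above, which are of genes and whose control arrays could not be matched, lie between these. After SYNCRIP siRNA 14 clusters rose and 26 fell with all 6 controls, 467 and 621 against controls 4 to 6, and 1 and 1 with the array set as a block. The counts quoted from the study above lie between those with the block and those with all 6 controls.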
